A study of Mus musculus with 45 samples.

How the data were processed

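The series held 45 samples from mice with an intact (WT) or deleted (KO) Stag2 gene, taken 6 to 8 weeks after pIpC, the compound given to the animals to induce the deletion. Stag2 encodes a subunit of cohesin, the ring complex that folds chromatin into loops. Of these samples, 6 were analysed: the chromatin accessibility (ATAC) libraries of Ter119+ erythroblasts, 3 WT and 3 KO, prepared as 10x Genomics multiome libraries from single nuclei per the labels. Ter119 is a surface protein of red cell precursors. The RNA libraries of the same nuclei, the multiome libraries of lineage-negative stem and progenitor cells (HSPC), the CUT&RUN libraries against Gata1, Stag2 and IgG, and the Hi-C libraries were not analysed here.

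The deposited table gave a gene score for each of 24333 genes in each of 34073 nuclei. A gene score is a signal that sums the ATAC fragments around a gene, and the authors had scaled it so that each nucleus summed to the same total. The sums were checked and lay between 9999.855 and 10000.12. The values were not whole numbers, 25.2% of them were above 0 and the highest was 367.8. The gene score measures accessibility and not expression. How the authors weighted fragments by distance from a gene was not stated in the labels, nor were the aligner, the genome build or the software; the column names of the table of nuclei were those of an ArchR project. Neighbouring genes share fragments in such a score. Of the gene symbols, 23863 occurred in a GRCm38.p6 annotation table and 23860 of these lay on the same chromosome. Left ends were within 1000 base pairs of that table for 91.2% of them and identical for 65.3%, so coordinates are given as mm10 (GRCm38), counted from 1.

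The deposited table of nuclei gave the counts of ATAC fragments per nucleus, unscaled, and per the file headers a doublet score per nucleus, the enrichment at transcription start sites, the share of fragment ends in peaks, the nucleosome ratio, the share of fragment ends in blacklisted regions, the genotype, a cluster and a class (Early, Int or Late). It listed each nucleus 2 times with the same values, and 1 copy was used. What the authors used to assign the classes was not stated in the labels; Int is read here as intermediate. The lowest number of fragments in a listed nucleus was 1000. Because the authors' classes were given, the cell type markers chosen in advance were not used.

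Gene scores were averaged over the nuclei of a library, so that the library was the replicate, and each library was rescaled to a sum of 1000000 over genes. Genes with a mean of at least 5 over the libraries of a fit were kept. Log2 values with a pseudocount of 1 were compared between KO and WT with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided), and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low scores. The fit was made over all nuclei and within each class with at least 50 nuclei in every library. This left Int and Late, since Early held fewer than 50 nuclei in 3 libraries. The difference of the KO effect between Late and Int nuclei was tested with limma on the difference of the log2 values within each library, which was chosen after the files were seen. Gene lists were tested with camera (preset correlation 0.01), and fry and camera with an estimated correlation were the alternatives, adjusted over the 6 lists. Shares of nuclei and quality measures were compared with exact permutation tests of the difference of means, two-sided; 3 libraries against 3 have 20 arrangements and cannot give a p below 0.1. Intervals of single shares are 95% Wilson intervals and cover counting error only. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

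The tests, the 6 gene lists, the thresholds and the rule for naming genes were fixed before the data were examined. The rule took from each fit the 3 highest and the 3 lowest log2 fold changes among genes past the threshold whose 3 KO values all lay on one side of the 3 WT values, and always Stag2, Stag1, Gata1, Gata2, Klf1, Spi1, Cebpa and Runx1. The 6 lists were erythroid, stem and progenitor, myeloid, lymphoid, megakaryocyte and mast or basophil, and cohesin and CTCF genes. A further 4 lists (interferon, STAT5 and erythropoietin, p53 and integrated stress responses) were written after the leading genes were seen. The procedure was tested on simulated data made from these libraries. Normal noise was drawn independently for each gene, with an SD read from a smooth trend on the mean, and 200 genes were changed. The simulation held no correlation between genes, no shift of a whole library and no trend of the fold change on the mean score. Its rates apply under those conditions only and can differ in the real data. Changes of 1 on the log2 scale were found in 100% of simulated genes. Changes of 0.5 were found in 95% for all nuclei, 79% for Int nuclei and 98% for Late nuclei, with 8.45%, 4.28% and 5.26% of the calls false.

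The alternatives fixed in advance were pseudocounts of 0.1 and 10, no filter and a filter at a mean of 20, quantile normalization, equal medians of the log2 values (median centring), library means without rescaling, no variance trend, array weights, class-standardised means, nuclei outside the 5th to 95th percentile of fragments left out, genes on X left out, the replicate number as a block, a cluster in place of the class (C5, the only Int cluster with at least 50 nuclei in every library), each library left out in turn, and for shares a centred log ratio. Added later were cyclic loess normalization, which removes a trend of the fold change on the level, nuclei matched between libraries on class, share of fragment ends in peaks and fragments (2165 per library), as many nuclei drawn at random, and nuclei with a doublet score of 0. Within the Int and Late classes only the pseudocounts, no filter, quantile normalization, the block, each library left out, cyclic loess, matched nuclei, as many nuclei at random and, for Int, cluster C5 were run. Library means without rescaling gave the same fit, because the authors' scaling already fixed the sums, so this alternative tests nothing. Comparisons that need the HSPC libraries, the fit of both populations in 1 model and tests for whole-number tables were planned and left out, since the table analysed held only Ter119+ nuclei and scaled values. No Y-linked gene was in the table.

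The libraries held between 4617 and 6990 nuclei and between 46782673 and 66286151 fragments. Gene scores are given on the scale of a sum of 1000000 per library, and the spread between the 3 libraries of a group, given as SD, sets their precision.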

Results

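Accessibility around genes was compared between Ter119+ erythroblasts of 3 Stag2 WT and 3 Stag2 KO mice, each profiled as a single-nucleus ATAC library. WT replicates 1, 2 and 3 held 6865, 5819 and 6990 nuclei with 66286151, 63912134 and 61655588 fragments. KO replicates 1, 2 and 3 held 4857, 4617 and 4925 nuclei with 62592468, 46782673 and 53416419 fragments. The median nucleus had 7740, 8056 and 7122.5 fragments in the WT libraries and 8874, 7742 and 8348 in the KO libraries.

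The quality measures were compared first because they bear on every later comparison. The number of nuclei per library was 6558 ± 643 in WT and 4800 ± 162 in KO (SD, n = 3 each), and every KO library held fewer than every WT library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allows, and 0.25 after adjustment over the 5 measures). The median share of fragment ends in peaks was 63.1% ± 1.38 in WT and 58.8% ± 1.24 in KO, again with the groups apart (exact p = 0.1, adjusted 0.25). Median fragments per nucleus were 7639.5 ± 475 in WT and 8321 ± 566 in KO (exact p = 0.2). The nucleosome ratio, which sets nucleosome-spanning against nucleosome-free fragments, was 0.812 ± 0.0844 and 0.901 ± 0.0431 (exact p = 0.2). Enrichment at transcription start sites was 33.2 ± 2.42 and 31.9 ± 0.593 (exact p = 0.5), and of all alternatives leaving out WT replicate 3 moved it most relative to its size, to a difference of -0.0145. The adjusted values over the 5 measures were 0.25 to 0.5. No batch was given in the labels, so none could be separated from genotype.

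Whether loss of Stag2 changed the make-up of the Ter119+ population was asked with the shares of the authors' classes. Int nuclei made up 44.6% ± 12.3 of WT and 47.3% ± 2.62 of KO libraries (SD, n = 3; exact permutation test, two-sided, p = 0.7). Late nuclei made up 53.5% ± 11.8 and 50.3% ± 5.23 (exact p = 0.8). Early nuclei made up 1.94% ± 1.92 and 2.42% ± 3.44 (exact p = 0.8), and adjusted over the 3 classes every p was 0.8. The differences were smaller than the spread between WT libraries. Without WT replicate 1 the Int and Late differences changed sign, from 2.66 to -3.36 percentage points and from -3.14 to 3.10. The Early class held 102, 235 and 20 nuclei in WT replicates 1, 2 and 3 and 310, 25 and 16 in KO replicates 1, 2 and 3. Its share ranged from 0.286% of the nuclei of WT replicate 3 (Wilson 95% interval 0.185% to 0.442%) to 6.38% of those of KO replicate 1 (5.73% to 7.11%), and the difference of 0.479 percentage points reversed to -1.50 without KO replicate 1 and to -0.346 without WT replicate 3. Int nuclei were deeper, with a median of 11456.5 fragments in WT and 14462 in KO, than Late nuclei, with 6386 and 6232.

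**Figure D1:**
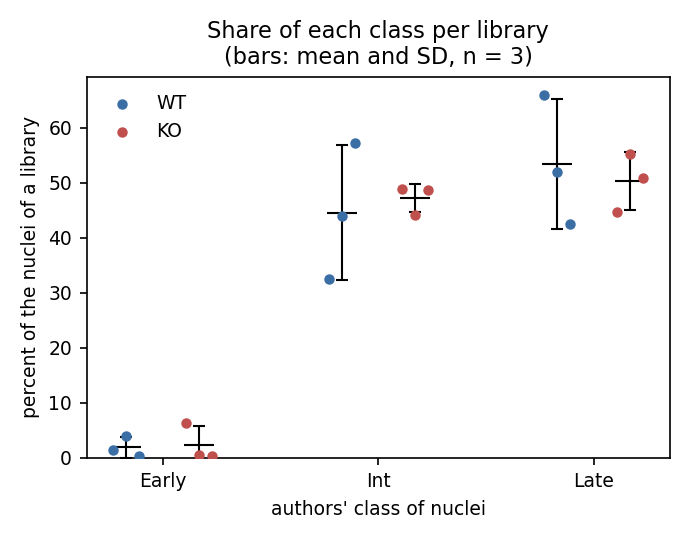
Percent of the nuclei of each library in the authors' Early, Int and Late classes, with points for libraries and bars for the mean and SD of 3 libraries. The WT and KO libraries overlap in each class.

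The targeted gene was examined first. Stag2 (X, 42149412 to 42277186, plus strand; all positions are on mm10) had gene scores of 64.2, 65.7 and 65.9 in WT replicates 1, 2 and 3 and 61.0, 65.1 and 62.4 in KO replicates 1, 2 and 3. Its means were 65.3 ± 0.891 and 62.9 ± 2.08 (SD, n = 3), a log2 fold change of -0.054 (SE 0.047, limma adjusted p = 0.348); 2 of the 3 KO libraries lay below every WT library. The alternative that moved it most was median centring, at -0.20 (adjusted p = 0.0202; range over its alternatives 0.0202 to 0.821). The change was -0.0080 in Int nuclei (adjusted p = 0.934) and -0.091 in Late nuclei (0.148). A score summed around the gene does not show whether an exon was deleted. The score of Stag1, the paralogue (9, 100643623 to 100958544, plus strand), was 104 ± 5.72 in WT and 94.5 ± 2.45 in KO. Its log2 fold change was -0.14 (SE 0.046, adjusted p = 0.0269, lower in 3 of 3 KO libraries than in any WT library). It was not past the threshold under quantile normalization (-0.077), cyclic loess (-0.072), without a variance trend (-0.14, adjusted p = 0.103; range over its alternatives 0.00181 to 0.280), or without WT replicate 2 (-0.12), WT replicate 3 (-0.10) or KO replicate 2 (-0.11). The change of Stag1 was -0.11 in Int nuclei (adjusted p = 0.0872) and -0.28 in Late nuclei (0.00099).

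Which genes differed in accessibility between KO and WT was asked over all nuclei. Of 17682 genes tested, 7661 were past the threshold (limma, adjusted p under 0.05), 5144 higher and 2517 lower in KO. The 3 KO values lay on one side of the 3 WT values for 55.4% of the genes tested, where chance gives 10%, and for 7265 of the genes past the threshold. Merging calls of one direction whose starts lay within 100 kb of the next left 2868 higher and 1357 lower loci. The alternative that moved the count most was a filter at a mean of 20 in place of 5, which tested 10362 genes and gave 4244. The split of directions depended on the scaling. The share of calls that were higher was 67.1% as computed, 47.0% under quantile normalization, 54.0% under cyclic loess, 54.1% in matched nuclei, 44.7% with the filter at 20, 77.2% without a variance trend and 35.4% under median centring. The median log2 fold change of all genes was 0.096 as computed, -0.050 under median centring and -0.017 under quantile normalization. No gene past the threshold in both fits changed direction between the main setting and any of these alternatives. Across genes, which are not independent replicates, the fold change fell with the mean level (Spearman's rho -0.599). The median was 0.27 in the quartile of genes with the lowest scores and -0.071 in the quartile with the highest, and 98.6% of the calls in the lowest quartile were higher in KO against 20.3% in the highest.

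**Figure D2:**
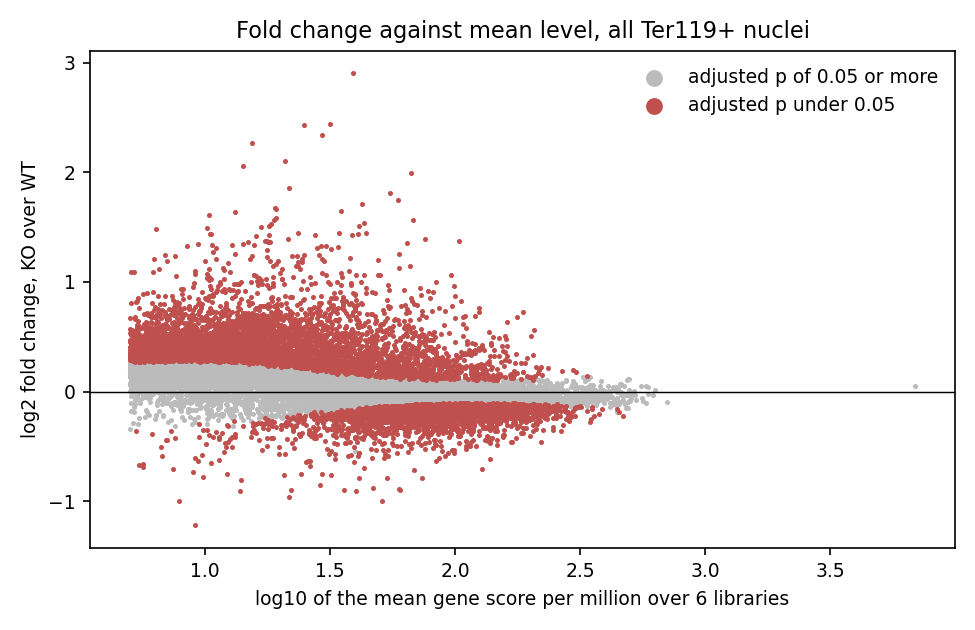
Log2 fold change of KO over WT against the log10 mean gene score over the 6 libraries, with genes past the threshold in red. Higher calls lie mainly at low scores and lower calls at high scores, and this split moves with the scaling.

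The 3 genes highest in KO by the naming rule were Apol11a, Gmpr and Irf1. Apol11a (15, 77508271 to 77517319, plus strand) had a score of 8.80 ± 3.24 in WT and 69.3 ± 3.09 in KO (SD, n = 3), a log2 fold change of 2.90 (SE 0.16, adjusted p = 7.58e-10). Gmpr (13, 45507444 to 45546386, plus strand) rose from 9.22 ± 1.51 to 54.1 ± 1.10, a change of 2.44 (SE 0.099, adjusted p = 1.33e-11). Irf1 (11, 53770014 to 53778374, plus strand) rose from 7.07 ± 1.24 to 42.5 ± 5.59, a change of 2.43 (SE 0.12, adjusted p = 2.05e-10). The 3 lowest were Gpc4, P2ry1 and Gm11837. Gpc4 (X, 52053018 to 52164923, minus strand) fell from 13.1 ± 0.492 to 5.09 ± 0.601, a change of -1.22 (SE 0.11, adjusted p = 3.07e-07). P2ry1 (3, 61002785 to 61008982, plus strand) fell from 68.4 ± 2.49 to 33.9 ± 3.25, a change of -0.996 (SE 0.064, adjusted p = 3.48e-09). Gm11837 (4, 14930641 to 14953030, plus strand) fell from 10.8 ± 0.601 to 4.96 ± 0.746, a change of -0.99 (SE 0.12, adjusted p = 5.44e-06). In each of these 6 genes the 3 KO libraries lay on one side of the 3 WT libraries, and each kept its direction and stayed past the threshold under every alternative in which it was tested. A call for a gene does not exclude that its neighbour is the source of the fragments. All 3 tested neighbours of Apol11a within 100 kb were past the threshold in the same direction, as were 3 of 4 of Irf1. Gmpr, Gpc4 and P2ry1 had no tested neighbour within 100 kb, and the only one of Gm11837 was not past the threshold.

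**Figure D3:**
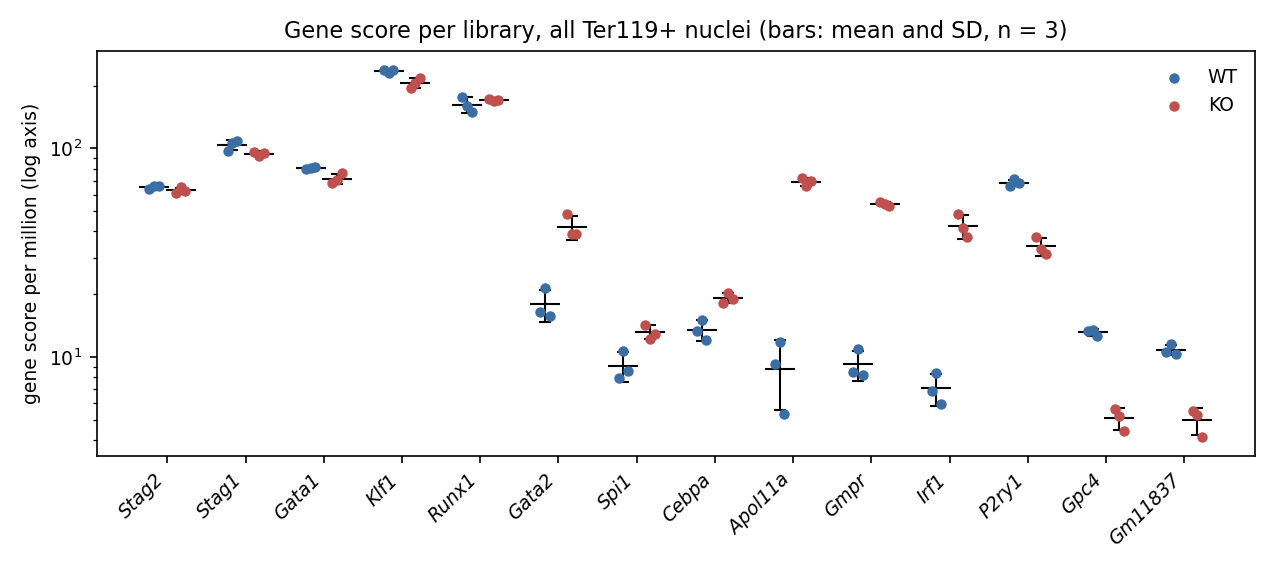
Gene score on a log axis for 14 named genes in all nuclei, with points for libraries and bars for the mean and SD of 3 libraries. The KO libraries of Apol11a, Gmpr, Irf1 and Gata2 lie above the WT libraries and those of P2ry1, Gpc4 and Gm11837 below.

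Of the transcription factors named in advance, Gata2 (6, 88193891 to 88207032, plus strand) changed most. Its score was 17.9 ± 3.15 in WT and 42.0 ± 5.47 in KO, a log2 fold change of 1.19 (SE 0.11, adjusted p = 2.26e-07, higher in 3 of 3 KO libraries than in any WT library), and it kept its call under the 22, 15 and 14 alternatives run in all, Int and Late nuclei. Both of its tested neighbours within 100 kb were past the threshold in the same direction. Gata1 (X, 7959260 to 7976574, minus strand) fell from 80.6 ± 1.16 to 71.6 ± 3.99, a change of -0.17 (SE 0.048, adjusted p = 0.0092). It was not past the threshold under quantile normalization (-0.13), cyclic loess (-0.12) or without KO replicate 1 (-0.13), and the whole X chromosome lay slightly lower in KO, by medians of -0.14, -0.090 and -0.079 in replicates 1, 2 and 3 once the level trend was removed. Klf1 (8, 84901928 to 84905295, plus strand) fell from 235 ± 4.88 to 207 ± 11.2, a change of -0.18 (SE 0.048, adjusted p = 0.00562), and was not past the threshold in matched nuclei (-0.083). Spi1 (2, 91096678 to 91115759, plus strand) rose from 9.07 ± 1.47 to 13.2 ± 1.04, a change of 0.50 (SE 0.12, adjusted p = 0.00383), but not past the threshold under quantile normalization (0.22). Cebpa (7, 35119293 to 35121928, plus strand) rose from 13.5 ± 1.53 to 19.1 ± 1.08, a change of 0.48 (SE 0.11, adjusted p = 0.00186), but not past it under quantile normalization (0.21) or in matched nuclei (0.14). For these 4 genes the KO and WT libraries did not overlap. Each of the 4 also had a tested neighbour within 100 kb with a larger change in the same direction. These were Glod5 for Gata1 (-0.32), Syce2 for Klf1 (-0.64), Rapsn for Spi1 (0.55) and Lrp3 for Cebpa (0.66). Of their tested neighbours, 3 of 8, 6 of 16, 5 of 6 and 2 of 3 were past the threshold in the same direction, and 1, near Klf1, in the other. A neighbour is therefore not excluded as the source of these 4 changes. Runx1 (16, 92601466 to 92826074, minus strand) was 162 ± 13.6 and 171 ± 1.70, a change of 0.080 (SE 0.052, adjusted p = 0.204). The change was -0.066 under median centring and past the threshold only without WT replicate 1 (0.14). Without WT replicate 3 it was 0.025.

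The comparison was repeated within the Int and the Late class to separate changes within a class from changes in class shares. In Int nuclei 3858 of 19465 genes were past the threshold, 2476 higher and 1382 lower, at 1369 and 881 loci. The KO and WT libraries did not overlap for 37.3% of the genes, where chance gives 10%. The alternative that moved the count most was the use of cluster C5 alone, which gave 173 genes, and without KO replicate 1 it was 2547. The share of Int calls that were higher was 64.2% as computed, 51.0% under quantile normalization and 57.5% under cyclic loess. The 3 highest genes were Apol11a (2.75, adjusted p = 3.52e-13), Gmpr (2.44, 3.75e-15) and Irf1 (2.24, 7.72e-12). The 3 lowest were Gpc4 (-1.26, 8.89e-07), Gm11837 (-1.17, 1.34e-06) and Pdgfd (9, 6168612 to 6377519, plus strand), which fell from 27.7 ± 4.21 to 13.0 ± 0.940, a change of -1.03 (SE 0.12, adjusted p = 5.33e-07). In each of these 6 genes the groups did not overlap, and in C5 alone Gm11837 was not past the threshold (-1.49). Gata2 changed by 1.23 (adjusted p = 2.82e-10), Gata1 by -0.17 (0.0152), Klf1 by -0.14 (0.0677, not past the threshold), Spi1 by 0.54 (0.00773), Cebpa by 0.25 (0.193) and Runx1 by 0.065 (0.376). Gata1 was not past the threshold without WT replicate 1 (-0.16), without KO replicate 1 (-0.13), under cyclic loess (-0.14), in C5 alone (-0.11) or in as many nuclei at random (-0.17). Spi1 was not past it in C5 alone (0.61). Klf1 was past it without WT replicate 2 (-0.16) and in as many nuclei at random (-0.18).

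In Late nuclei 8161 of 15886 genes were past the threshold, 5220 higher and 2941 lower, at 2974 and 1503 loci, and the groups did not overlap for 59.5% of the genes, where chance gives 10%. The alternative that moved the count most was the matched nuclei, which gave 2361 genes, where as many nuclei at random gave 4658. The share of Late calls that were higher was 64.0% as computed, 46.5% under quantile normalization, 52.5% under cyclic loess, 51.8% in matched nuclei and 74.8% without a filter. The 3 highest genes were Apol11a (3.04, adjusted p = 4.46e-08), Irf1 (2.71, 1.10e-10) and Mir802 (16, 93369720 to 93369816, plus strand), which rose from 8.23 ± 2.06 to 55.6 ± 3.04, a change of 2.64 (SE 0.13, adjusted p = 7.13e-09). The 3 lowest were Gpc4 (-1.23, 3.22e-06), P2ry1 (-1.17, 5.41e-09) and Gm2061 (1, 185447116 to 185455568, minus strand), which fell from 38.0 ± 2.12 to 16.7 ± 0.668, a change of -1.14 (SE 0.072, adjusted p = 6.08e-08). The groups did not overlap in these 6 genes, which kept their calls under the 14 alternatives run in Late nuclei. Gata2 changed by 1.21 (adjusted p = 5.24e-08), Gata1 by -0.18 (0.0103), Klf1 by -0.23 (0.00114), Spi1 by 0.40 (0.00664), Cebpa by 0.68 (3.28e-05) and Runx1 by 0.10 (0.0566, not past the threshold). In matched Late nuclei Gata1 (-0.15), Klf1 (-0.052), Spi1 (0.081) and Cebpa (0.26) were not past the threshold. In as many nuclei at random Gata1 (-0.18) and Klf1 (-0.14) were not either. Under cyclic loess Gata1 (-0.12) and Spi1 (0.084) were not past it, nor was Spi1 under quantile normalization (0.069). Runx1 was past it under quantile normalization (0.15), cyclic loess (0.16) and without WT replicate 1 (0.14).

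The effects in the classes were then compared with each other. Across the 15873 genes tested in both, which are not independent replicates, the fold changes of Int and Late nuclei correlated with a Pearson r of 0.82. They had the same sign in 85.1% of genes. In the other 9 splits of the residuals of the 6 libraries, which hold no genotype effect, r had a median of 0.241 and a highest value of 0.382, and 60.0% of genes had the same sign. Of 3249 genes past the threshold in both classes, 3248 changed in the same direction. The exception was Msantd1, named because it was alone and not by the rule, at 0.24 in Int and -0.14 in Late nuclei. A direct test of the difference between the effects was past the threshold for 35 genes, 31 with a higher and 4 with a lower change in Late nuclei. This number depended on single libraries. It was 837 without WT replicate 3, and without each of the other libraries it was 0 to 3, with 0 without KO replicate 2 (limma; 2799 genes had an unadjusted p under 0.05 with all 6 libraries).

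Whether the changes followed lineage was asked with the 6 gene lists. Values are the median log2 fold change of a list less that of all genes. The erythroid list was lower in KO, at -0.28 in all nuclei (camera adjusted p = 8.27e-14), -0.21 in Int nuclei (9.22e-10) and -0.30 in Late nuclei (2.41e-13). Of its 38 genes, 36 were in the table and 35 were tested. In all nuclei 26 of these were lower past the threshold over all genes and 28 adjusted over the list alone, and none was higher; the counts were 17 and 19 in Int nuclei, and 31 and 31 in Late nuclei. The alternative that moved the erythroid list most in all nuclei was quantile normalization, at -0.11, still past the threshold. The stem and progenitor list was higher by 0.20 (adjusted p = 0.00855), 0.086 (0.0289) and 0.41 (0.00806) in all, Int and Late nuclei. In all nuclei 11 of its 22 tested genes were higher and 1 was lower over all genes, and 14 and 1 adjusted over the list alone. The lymphoid list was higher by 0.21 (0.0140), 0.10 (0.0257) and 0.27 (0.0273). In all nuclei 9 of its 17 tested genes were higher over all genes and 9 adjusted over the list alone. The myeloid list was higher by 0.15 (0.0458), 0.16 (0.0257) and 0.12 (0.116, not past the threshold), with 7 of 17 tested genes higher and 1 lower over all genes, and 8 and 1 adjusted over the list alone. The megakaryocyte and mast or basophil list was higher by 0.16 (0.0458), 0.088 (0.0893, not past the threshold) and 0.31 (0.0395), with 6 of 16 tested genes higher and 2 lower over all genes, and 7 and 2 adjusted over the list alone. The cohesin and CTCF list, which leaves out Stag2, was lower, at -0.19 (0.00392), -0.17 (0.00165) and -0.14 (0.0154), with 5 of 14 genes lower and 1 higher both over all genes and adjusted over the list alone. Differences between Int and Late nuclei in these lists were not tested.

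With fry all 6 lists were past the threshold in all nuclei and in Late nuclei, and the erythroid, myeloid and cohesin lists in Int nuclei. With a correlation estimated from the data none was (adjusted p 0.161 to 0.519 in all, 0.128 to 0.600 in Int and 0.116 to 0.184 in Late nuclei). The erythroid list stayed past the threshold under quantile normalization, cyclic loess and in matched nuclei in all 3 fits. The stem and progenitor list stayed past it under quantile normalization and cyclic loess in all and in Late nuclei, but not in Int nuclei or in matched nuclei of any fit. The lymphoid, myeloid and megakaryocyte lists were past it under none of these 3 alternatives, and the cohesin list only in matched nuclei of all and of Int. The myeloid list of Late nuclei changed sign under quantile normalization (-0.052), cyclic loess (-0.063) and in matched nuclei (-0.0017). Against random lists of genes of the same mean level, the median of the erythroid list lay below all 10000 draws in each fit. That of the stem and progenitor list lay at percentile 97.1 in all, 83.0 in Int and 99.9 in Late nuclei. The cohesin list lay at percentile 12.4, 1.33 and 20.95 in the same fits, and the myeloid list at 67.3, 95.2 and 25.7. The lymphoid and megakaryocyte lists lay between percentiles 71.3 and 91.8.

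**Figure D4:**
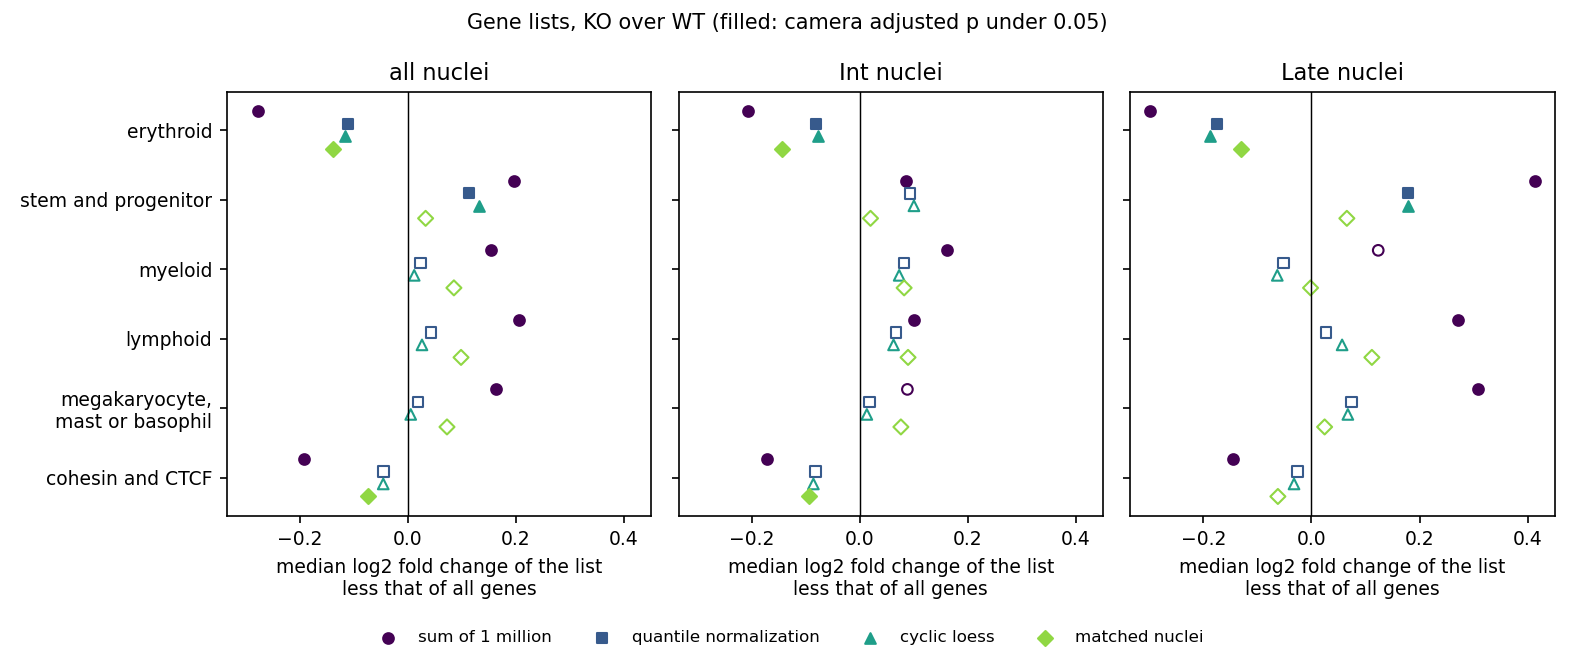
Median log2 fold change of each gene list less that of all genes, in all, Int and Late nuclei, under the main scaling, quantile normalization, cyclic loess and in matched nuclei, with filled symbols where the camera adjusted p was under 0.05. The erythroid list lies below 0 with filled symbols throughout, and the myeloid list of Late nuclei changes sign.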

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

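The alternatives of the difference between Int and Late nuclei were chosen only after that difference was seen.

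A difference of the KO effect between the authors' Int and Late classes drew attention because a direct test of the difference was past the threshold for 35 of 15873 genes (limma). Of these, 28 changed more strongly in Late nuclei in the same direction and 7 had opposite signs, of which 1, Msantd1, was past the threshold in both classes. The smallest p belonged to 2900005J15Rik, named here after its values were seen, at 0.66 in Int and 1.87 in Late nuclei (difference 1.21, SE 0.07, adjusted p = 0.00355). Chac1, also named after the fact, changed by 1.02 and 2.27 (difference 1.25, adjusted p = 0.0205). The number of genes was 3 without WT replicate 1, 2 without WT replicate 2, 837 without WT replicate 3, 1 without KO replicate 1, 0 without KO replicate 2 and 3 without KO replicate 3, with 2799 genes at an unadjusted p under 0.05 when all libraries were used. With a pseudocount of 10 it was 216, with a pseudocount of 0.1 it was 37 and under cyclic loess 113. The count therefore rests on single libraries and on the scale. Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes, and the other 9 gave 0 (limma; 222 to 2093 genes at an unadjusted p under 0.05, against 2799 in the real split). With 10 splits chance cannot be excluded. Each of the other 9 mixes the genotypes, so a genotype difference would add to their spread and lower their counts. Late nuclei were shallower than Int nuclei. When the shallowest quartile of Int nuclei was compared with the deepest quartile of Late nuclei, 100% of the 35 genes kept the sign of their difference and 0 genes of all tested were past the threshold (limma; 1232 at an unadjusted p under 0.05). That test ran on genes chosen for the pattern and with fewer nuclei, so depth and maturation of the cells cannot be told apart as sources. Maturation from Int to Late is the biological difference that the classes offer, and it stays open and untested.

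The share of fragment ends in blacklisted regions, a column that no comparison of gene scores used, was higher in KO. Such regions give artificially high signal in many experiments. The mean of the library medians was 5.20% ± 0.0255 in KO against 4.47% ± 0.0214 in WT (SD, n = 3 each; exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allows), and every KO library was above every WT library. The difference was also seen in Int nuclei (4.78% against 4.37%) and in Late nuclei (5.61% against 4.58%). In nuclei matched on class, fragments and share of fragment ends in peaks the difference was 0.573 percentage points, against 0.738 in all nuclei, which argues against depth, peak share and class make-up as the whole source. What stays open is a difference in the preparation or sequencing of the libraries, for which no batch was given in the labels, and a difference in chromatin between genotypes, which was not tested.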

How the results depend on the processing

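Cyclic loess, the matched nuclei, as many nuclei at random, the restriction to a doublet score of 0 and the alternatives of the difference between classes were chosen only after results were seen. Where no cause is named, the cause was not tested. Alternatives that need HSPC libraries were not run.

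Counts of genes past the threshold stayed within 1.5 times the reported count in 28 of 33 comparisons other than leaving out a library and in 17 of 18 that left one out. In all nuclei the count was 4244 with the filter at 20, which tested fewer genes, and 4656 in matched nuclei, where as many nuclei at random gave 5549. Its range over all alternatives was 4244 to 8949. In matched nuclei 3853 of the calls were the same genes in the same direction. In Int nuclei cluster C5 alone, with between 143 and 598 nuclei per library, gave 173, and leaving out a library gave 2547 (without KO replicate 1) to 4782. In Late nuclei the count was 2361 in matched nuclei and 4658 in as many at random, so fewer nuclei explain part of the loss, and 11542 without a filter, which tested 24027 genes.

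Named genes kept direction and side of the threshold in 424 of 455 comparisons with other alternatives and in 241 of 252 that left out a library. Under median centring Stag2 in all nuclei was past the threshold (-0.20) and Runx1 changed sign (-0.066), both shifts of the size of the move of the median of all genes. Stag1 in all nuclei was not past it under quantile normalization (-0.077), cyclic loess (-0.072) or without a variance trend (-0.14), and ranged from -0.18 to -0.10 when a library was left out. Stag1 in Late nuclei was not past it in matched nuclei (-0.25). Stag2 in Int nuclei, never past the threshold, was 0.12 in C5 alone and -0.036 to 0.016 with a library left out (0.016 without WT replicate 3 and 0.00456 without KO replicate 1), and Runx1 in Int nuclei was -0.026 in C5 alone.

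Gene lists kept direction and side in 159 of 234 comparisons with other alternatives and in 97 of 108 that left out a library. Lists are given as medians less that of all genes. With a correlation estimated from the data no list was past the threshold, although the medians stay as they are by construction. For the erythroid, stem, myeloid, lymphoid, megakaryocyte and cohesin lists these were -0.28, 0.20, 0.15, 0.21, 0.16 and -0.19 in all nuclei. In Int nuclei they were -0.21, 0.086, 0.16 and 0.10 for the first 4 and -0.17 for the cohesin list. In Late nuclei they were -0.30, 0.41, 0.27, 0.31 and -0.14 for the erythroid, stem, lymphoid, megakaryocyte and cohesin lists. With fry, which tests against no change and not against other genes, the stem (0.14) and lymphoid (0.16) lists of Int nuclei were not past the threshold and the myeloid list of Late nuclei was (0.18), each as the median of the list itself.

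Quantile normalization took the myeloid (0.024), lymphoid (0.043), megakaryocyte (0.019) and cohesin (-0.045) lists of all nuclei back over the threshold. It did so for the stem (0.093), myeloid (0.082), lymphoid (0.067) and cohesin (-0.082) lists of Int nuclei and the lymphoid (0.027), megakaryocyte (0.074) and cohesin (-0.026) lists of Late nuclei, and the myeloid list of Late nuclei changed sign (-0.052). Cyclic loess did the same in all nuclei to the myeloid (0.012), lymphoid (0.026), megakaryocyte (0.0053) and cohesin (-0.046) lists. In Int nuclei it did so to the stem (0.10), myeloid (0.073), lymphoid (0.063) and cohesin (-0.086) lists, and in Late nuclei to the lymphoid (0.057), megakaryocyte (0.067) and cohesin (-0.032) lists, with the myeloid list at -0.063. Both settings remove or reduce the trend of the fold change on the level. In matched nuclei the stem (0.033), myeloid (0.085), lymphoid (0.098) and megakaryocyte (0.072) lists of all nuclei were not past the threshold. Nor were the stem (0.020), myeloid (0.082) and lymphoid (0.090) lists of Int nuclei or the stem (0.065), lymphoid (0.11), megakaryocyte (0.024) and cohesin (-0.062) lists of Late nuclei, and the myeloid list of Late nuclei was -0.0017. As many nuclei at random took the stem (0.11) and lymphoid (0.099) lists of Int nuclei back over the threshold and brought the myeloid list of Late nuclei (0.16) past it.

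In C5 alone the stem (0.24), myeloid (0.40), lymphoid (0.18) and cohesin (-0.018) lists of Int nuclei were not past the threshold. The filter at 20, with fewer genes per list, had this effect on the myeloid (0.25) and megakaryocyte (0.053) lists of all nuclei, as had leaving out depth outliers (0.15 and 0.16). Class-standardised means (0.16), a doublet score of 0 (0.18), no variance trend (0.16) and array weights (0.16) had it on the megakaryocyte list. Without a filter the megakaryocyte list was past the threshold in Int nuclei (0.11) and no longer in Late nuclei (0.15). Leaving out a library gave ranges of 0.11 to 0.20 for the myeloid and 0.12 to 0.25 for the megakaryocyte list of all nuclei. The ranges were 0.043 to 0.13 for the stem, 0.11 to 0.20 for the lymphoid and 0.050 to 0.16 for the megakaryocyte list of Int nuclei, and 0.20 to 0.37 for the megakaryocyte list of Late nuclei. Calls of these lists were lost without WT replicate 3 in each of these cases but the megakaryocyte list of Int nuclei, which was past the threshold without WT replicate 2 (0.16), KO replicate 1 (0.10) or KO replicate 3 (0.050). The myeloid and megakaryocyte lists of all nuclei also lost theirs without KO replicate 2 (0.19 and 0.18), and the myeloid list without KO replicate 3 (0.17).

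Whether the replicate numbers pair the libraries was not settled. Once the genotype means were removed, KO and WT libraries of the same number correlated across genes by -0.117, -0.273 and 0.206 in all nuclei, 0.129, -0.0842 and 0.192 in Int nuclei and 0.0871, 0.0453 and 0.0508 in Late nuclei. In Late nuclei each value lay above the mean over different numbers (-0.0407, -0.0234 and -0.0275). Replicate 2 lay below that mean in all (0.0965) and Int nuclei (0.0392), as did replicate 1 in all nuclei (0.0699). Pairing is therefore not excluded. With the number as a block, the counts were 7470, 4527 and 7982 in all, Int and Late nuclei, and 12 for the difference between classes. The block left the myeloid list of all nuclei (0.15) and the megakaryocyte list of Late nuclei (0.31) short of the threshold and brought the megakaryocyte list of Int nuclei (0.088) past it, with medians that a block cannot change.

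The 5 quality measures kept their direction in 9 of 9 comparisons with other alternatives and in 30 of 30 that left out a library. Of the 9, those with the replicate block cannot change a difference, so only library means in place of medians tested the direction. The size of the differences moved more. With a library left out, that of median fragments per nucleus ranged from 405.5 to 971.5, against 682 as computed. That of the nucleosome ratio ranged from 0.0434 to 0.127, against 0.0884. With library means in place of medians the difference in fragments per nucleus was 1468.72. The exact test of these measures and of class shares cannot go below 0.1 in this design, so their side of the threshold says nothing about stability. As a centred log ratio the Early difference was -0.11. With a library left out, differences ranged from -1.50 to 1.53 percentage points for Early, -3.36 to 8.96 for Int and -8.62 to 3.10 for Late nuclei, and the signs changed without WT replicate 1 (Int and Late), WT replicate 3 or KO replicate 1 (both Early).

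The number of nuclei, 16 to 310 per library, limits what the Early class can show. Simulated changes of 0.5 on the log2 scale were found less often in Int nuclei (79%) than in Late nuclei (98%).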

Other observations

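The tests of chromatin fragments from Early nuclei, of doublets among Early nuclei and of nuclei in a cluster of the other genotype were chosen only after the results were seen, as were the matched nuclei, cyclic loess and the 4 lists of responses.

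Only 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes past the threshold as the real one in all nuclei, in Int nuclei and in Late nuclei, namely the real one in each case. The other 9 splits gave 0 genes each (limma), with 49 to 669 genes at an unadjusted p under 0.05 in all, 87 to 719 in Int and 67 to 314 in Late nuclei, against 9466, 6304 and 9213 in the real split. With 10 splits the share cannot fall below 10%, so chance cannot be excluded by this count. Each of the other 9 splits also mixes the genotypes, so a genotype difference adds to the spread within their groups and lowers their counts. Their counts therefore do not show what libraries without a difference would give.

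Fragments outside peaks were more frequent in KO libraries, and a higher background of this kind could lift genes with low scores and lower those with high scores. In matched nuclei 4656 genes were past the threshold against 5549 in as many nuclei at random, and 5240 were past it once the level trend was removed, which argues against background as the whole source of the calls in all nuclei. In Late nuclei matching gave 2361 against 4658 at random, so a part there stays open. The median of the erythroid list lay at percentile 0 of 10000 random lists of the same level, and the list stayed past the threshold in matched nuclei. Both argue against a background that acts through score level or share of fragment ends in peaks alone. Matched nuclei still differed in the share of fragment ends in blacklisted regions (5.08% in KO, 4.50% in WT). Other forms of background are therefore not excluded by any of these tests. The stem and progenitor list lay at percentile 97.1 in all nuclei and lost its call in matched nuclei, so background and a change of these genes cannot be told apart. The myeloid list lay at percentile 67.3 in all nuclei and lost its call under each correction, which the level trend alone would give. In Int nuclei it lay at percentile 95.2 and also lost its call under each correction, so it stays open there. The cohesin list of Int nuclei lay at percentile 1.33 and kept its call in matched nuclei but not under cyclic loess, which also leaves it open. Gata2 rose by 1.10 on the log2 scale in matched nuclei and stayed past the threshold, which argues against background as the whole source. In Late nuclei its change ranged from 0.695 to 1.27 over the 14 alternatives, against 1.21 as computed, and stayed past the threshold.

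Gata2 had gene scores of 116, 116 and 137 in the Early nuclei of the 3 libraries with enough of them, so fragments released from Early nuclei could raise it in other nuclei. The lower of the KO libraries with few Early nuclei had a Gata2 score in Late nuclei 1.003 times that of KO replicate 1, which held 310 Early nuclei. WT replicate 2, with 235 Early nuclei, had a Late score of 11.9, against 29.5 in KO replicate 3 with 16. Both argue against this source. A change of accessibility at Gata2 in the absence of Stag2 stays open as a hypothesis. With class means combined in the same shares in every library 8339 genes were past the threshold, so unequal shares of the 3 classes are not the source of the calls. This step leaves differences between nuclei within a class as they were. Int nuclei, for example, had a median of 11456.5 fragments in WT and 14462 in KO. Whether the make-up of a class differed between genotypes was not tested.

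The labels gave no sex, and Stag2 lies on X. The share of the gene score on X was 1.44% ± 0.0105 in WT and 1.42% ± 0.00342 in KO, a ratio of 0.986. Xist had scores of 4.70 ± 0.153 and 5.36 ± 0.436, near the filter. Tsix, which lies opposite it, had 5.96, 5.50 and 5.63 in WT replicates 1, 2 and 3 and 8.17, 7.03 and 6.51 in KO replicates 1, 2 and 3. For both genes every KO library lay above every WT library, but the groups did not overlap in 9794 of 17682 genes, and X inactivation keeps the share on X similar between sexes. Differences in sex therefore cannot be told apart from genotype here. With genes on X left out, 7521 genes were past the threshold. Once the level trend was removed, X was the chromosome with the lowest median in each KO library, at -0.14, -0.090 and -0.079 in replicates 1, 2 and 3, against a range of -0.051 to 0.062 for X in WT replicates 2 and 3. The largest shift, 0.14 in size, is small against the loss of a copy in every nucleus. Loss in a part of the nuclei, sex and a change of X-linked genes cannot be told apart.

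Because Irf1 led the comparison, and Socs3, Pim3, Cdkn1a and Chac1 were seen among leading genes of a fit, responses that contain them were tested with lists from which these genes were left out. The integrated stress response list was higher by 0.37 relative to all genes in all nuclei (camera adjusted p = 0.0412 over 4 lists; 0.00113 under cyclic loess and 0.000996 in matched nuclei). Of its 17 tested genes 10 were higher and 2 lower, led by Shmt2 (0.88). In Late nuclei it was past the threshold under the same 3 settings (0.0209, 0.000397 and 3.46e-08), and in Int nuclei under none with camera (0.193, 0.0513 and 0.128), though under each with fry (0.00849, 0.00709 and 0.00852). With an estimated correlation it was not past it in all nuclei (0.392, 0.197 and 0.127), and in Late nuclei only when matched (0.0437). A stress response of this kind in KO nuclei is a hypothesis that RNA data could test. The STAT5 and erythropoietin list, which shares Trib3 with it, was higher by 0.23 (adjusted p = 0.0713; 0.00249 under cyclic loess and 0.00546 in matched nuclei), with 9 of 16 genes higher and 3 lower. It was past the threshold under all 3 settings in Int nuclei (0.0178, 0.00208 and 0.00999) and in Late nuclei (0.0471, 0.00271 and 0.00431). The interferon list was higher by 0.067 (adjusted p = 0.114; 0.0102 and 0.00867), with 15 of 28 genes higher and 3 lower, led by Oasl2 (1.37). It was past the threshold under all 3 settings in Int nuclei (0.0457, 0.00353 and 0.00747) and under none in Late nuclei (0.236, 0.105 and 0.168). With an estimated correlation neither list was past it in any fit. Fry, which asks for a change and not for more change than in other genes, had the stress and STAT5 lists past the threshold in every fit and setting. It had the interferon list past it everywhere (0.00494 in all nuclei) but in matched Late nuclei (0.154). The calls of all 3 lists depend on the test, and with camera those of the STAT5 and interferon lists in all nuclei depend on the setting too, which keeps both open. The p53 list had a median of -0.11 relative to all genes (adjusted p = 0.989) but a mean of 0.15, above the median of all genes, and 6 of 18 genes higher and 2 lower. Camera had it past the threshold in no fit or setting. Fry had it past in all nuclei (0.00494) and Late nuclei (0.00519) but not in Int nuclei (0.0998), under each of the 3 settings. With members on both sides of 0, these values leave a p53 response open.

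Cohesin loss could change large domains together. Across pairs of genes, which are not independent, fold changes in Late nuclei correlated by 0.62 up to 50 kb apart, 0.28 from 50 to 200 kb and 0.0274 from 500 to 1000 kb, and in Int nuclei by 0.56, 0.22 and 0.0174. A correlation that fades with distance is what windows that share fragments would give. With the level trend removed the value at 500 to 1000 kb was 0.0431, so the trend was not its source. Differences of each WT library from the mean of the others, with the level trend removed, reached 0.0647 at that distance in Late nuclei. At 500 to 1000 kb no coupling beyond the variation between WT libraries was therefore seen. Nearer pairs went beyond it up to 200 kb in Late nuclei and up to 50 kb in Int nuclei. In Late nuclei from 200 to 500 kb the correlation was 0.0724 before the level trend was removed, below the highest value between WT libraries. In the like comparison, with the trend removed from both, it was above that value. With the level trend removed, Late nuclei had 0.54 up to 50 kb, 0.285 from 50 to 200 kb and 0.0834 from 200 to 500 kb, against highest values of 0.357, 0.167 and 0.0761 between WT libraries. Int nuclei had 0.539, 0.254 and 0.0826, against 0.38, 0.278 and 0.231. Between KO libraries the highest values were 0.283, 0.121 and 0.0750 in Late nuclei and 0.272, 0.117 and 0.0512 in Int nuclei. The limit of 50 kb in Int nuclei therefore holds against the WT libraries only. The window of the score was not stated, so shared fragments and coupled changes were not separated at these distances.

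Early nuclei differed in number between libraries and had high doublet scores, with 25% to 54.9% of them above 0. In each library with at least 50 Early nuclei, 1228 of 13133 genes were over 2 times as high in Early nuclei as in both other classes, which a mixture of Int and Late nuclei does not give. Over all nuclei the mean doublet score was 0.398, 1.30 and 0.193 in WT replicates 1, 2 and 3 and 1.44, 2.48 and 2.43 in KO replicates 1, 2 and 3. With nuclei at a score of 0 alone, 7464 genes were past the threshold.

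Of the authors' 11 clusters, 7 held at least 90% nuclei of one genotype. In them 337 of 30734 nuclei (1.10%) were of the other genotype. These nuclei had 0.345 times the fragments of the other nuclei of their cluster at the median (2347 against 8069 over all), consistent with a less certain assignment of nuclei with few fragments. Their barcodes occurred in a library of the other genotype in 4.75% of cases, 16 nuclei, against 2.33% for the rest, which argues against barcodes carried over between libraries as the main source. No biological explanation was tested.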
